# Gene Expression Changes in GABA_A_ Receptors and Cognition Following Chronic Ketamine Administration in Mice

**DOI:** 10.1371/journal.pone.0021328

**Published:** 2011-06-21

**Authors:** Sijie Tan, John A. Rudd, David T. Yew

## Abstract

Ketamine is a well-known anesthetic agent and a drug of abuse. Despite its widespread use and abuse, little is known about its long-term effects on the central nervous system. The present study was designed to evaluate the effect of long-term (1- and 3-month) ketamine administration on learning and memory and associated gene expression levels in the brain. The Morris water maze was used to assess spatial memory and gene expression changes were assayed using Affymetrix Genechips; a focus on the expression of GABA_A_ receptors that mediate a tonic inhibition in the brain, was confirmed by quantitative real-time PCR and western blot. Compared with saline controls, there was a decline in learning and memory performance in the ketamine-treated mice. Genechip results showed that 110 genes were up-regulated and 136 genes were down-regulated. An ontology analysis revealed the most significant effects of ketamine were on GABA_A_ receptors. In particular, there was a significant up-regulation of both mRNA and protein levels of the alpha 5 subunit (Gabra5) of the GABA_A_ receptors in the prefrontal cortex. In conclusion, chronic exposure to ketamine impairs working memory in mice, which may be explained at least partly by up-regulation of Gabra5 subunits in the prefrontal cortex.

## Introduction

Ketamine, a derivative of phencyclidine hydrochloride (PCP), is a common anesthetic for medical and veterinary purposes. Like PCP, ketamine induces dissociative anesthesia at clinical doses [1]. Ketamine is also used as a recreational drug at nightclubs, dance parties, and rave scenes where it is commonly known as “Special K”, “Vitamin K” or “SuperK” [2]. Although ketamine is a controlled drug, its illicit use has increased rapidly in many countries and areas including the United States [3], Australia [4] and China [5].

The growing abuse of ketamine has raised concerns about its possible toxic effects. Pharmacologically, acute effects of ketamine include hypertension, tachycardia and visual alterations [6]. N-methyl-D-aspartate (NMDA) receptors are known to be intimately involved in regulating synaptic plasticity and memory function [7]. Ketamine is a non-competitive NMDA receptor antagonist, and not surprisingly causes impairments of working memory and cognitive function following acute dosing [8]–[9]. The acute effects of ketamine on memory are known, but little information is available to indicate the cognitive consequences following its long-term use [10]. Of particular concern, therefore, are results from a recent study showing hyperphosphorylation of tau in the brains of rodents and monkeys after prolonged administration [11]. Long-term ketamine administration also was shown to have detrimental proapoptotic effects on neurons, via an elevation of the Bax/Bcl-2 ratio and activation of caspase-3 [12]. Whilst the former studies indicate structural changes in the brain after chronic exposure to ketamine, it is not known if it translates to long lasting effects on cognition.

Besides blocking NMDA receptors, ketamine also binds with reasonable affinity µ-opioid receptors and sigma receptors [13], [14]. Further, anesthetic effects of ketamine probably also involve an activation of GABA_A_ receptors, which provide a major inhibitory control of neurotransmission in the central nervous system [15]. Consistent with the pharmacology of ketamine, a recent microarray study showed gene expression changes after repeated administration of ketamine in the brains of postnatal rats in various pathways linked with neurotransmission receptor signaling, such as glutamate, dopamine and GABA_A_ receptor [16]. However, gene expression changes have yet to be determined in the CNS following long-term ketamine abuse.

The prefrontal cortex (PFC), the anterior part of the frontal lobes, is regarded to be heavily involved in the central executive control of cognitive processing [17]. Alterations of interconnections among neurons in the PFC have been hypothesized to lead to a failure to integrate information with a subsequent decline of cognitive function [18]. In addition, the PFC is considered to be vulnerable to drug of abuse [19]. In the present study, we first investigated cognitive performance of mice in a long-term sub-anesthetic ketamine abuse model [11], and then checked gene expression changes in the PFC. Our results showed that increased Gabra5 was inversely related with learning and memory in long-term ketamine treated mice.

## Materials and Methods

### Animals and drug administrations

All animal experiments were approved by the Animal Experimentation Ethics Committee (AEEC) of the Chinese University of Hong Kong (CUHK) and were performed under license of the Department of Health, the Government of the Hong Kong SAR, according to the Animals (Control of Experiments) Ordinance Chapter 340(Animal License ID: (10–297) in DH/HA&P/8/2/1 Pt.13). One-month old male ICR mice were obtained from the Laboratory Animal Services Centre (CUHK), and housed at 22°–24°C with 45%–55% humidity and a 12-hour alternating light-dark cycle. Standard diet (PicoLab Rodent Diet 20, PMI Nutrition Inc., Henderson, USA) and water were available *ad libitum*. The anesthetic dose of ketamine in mice is 100 mg/kg [20], and in our previous used 30 mg/kg [11].Therefore, in the present studies, ketamine (Alfasan Inc., Utrecht, Holland) was administered intraperitoneally once per day at the sub-anesthetic dose of 30 mg/kg while the same volume of normal saline (0.9% w/v) was used as control. Body weights of the mice were measured weekly and doses adjustment appropriately. After 1 and 3 months, the mice were tested in behavioral studies and then sacrificed for subsequent gene expression analysis.

### Morris water maze

Learning and memory was assessed using a spatial acquisition task in a Morris water maze as previously described [21]. The apparatus was an open circular pool with a diameter 1.2 m filled to a depth of 0.5 M with tap water (23±1°C), which was made opaque by the addition of non-toxic black ink. The pool was divided into four equal quadrants and 4 cue cards were erected around the pool in each quadrant. A circular 12 cm diameter platform of was placed approximately 1 cm under the water surface to make it invisible to the mice. The position of the platform and the cue cards remained the same throughout the whole experiment. Mice (n = 12 from each group) were trained for 4 consecutive days, with 4 trials on each day. During each trial, individual mice were put in a randomly chosen quadrant in the pool with the head toward the pool wall. Each mouse was given 60 seconds(s) to search for and locate the submerged platform. If a mouse failed to locate the platform within 60 s, it would be guided gently to the platform. After arriving at the platform, the mouse was allowed to stay on it for 30 s. The latency time to find the platform was recorded and the average time from 4 trials represented as the daily result for the mouse. To eliminate the influence of the anesthetic effects of ketamine during behavioral studies, the tests were performed 4 hours after the last injection.

### Brain tissue collection and RNA extraction

At the end of 1 or 3 months and following behavioural testing, the mice were killed and the brains were carefully removed and washed in cold saline. The prefrontal cortex was located by reference to a mouse brain atlas [22] and dissected out immediately. For microarray and real-time PCR analysis, the tissues were soaked in RNAlater (Qiagen Inc., Valencia, CA, USA) and stored at 4°C for no more than 2 weeks. Total RNA was isolated from brain tissues using RNeasy Lipid Tissue Mini Kits (Qiagen Inc., Valencia, CA, USA) according to the manufacture's protocol. The yield of total RNA was measured at 260 nm using a Spectrophotometer. For western blot, brain tissues were rapidly frozen in liquid nitrogen and stored at −80°C until use.

### Microarray analysis

Two samples from the 3 month ketamine group and 2 from the 3 month saline group were randomly chosen for use in the Microarray analysis (n = 4). Purity and integrity of RNA samples were evaluated using a RNA 6000 LabChip kit in an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto,CA, USA). The samples had a high quality and integrity with A260/A280 between 1.9 and 2.1 and RIN (RNA integrity number) greater than 8.5(data not show). We used the Mouse Gene 1.0 ST GeneChip (Affymetrix Inc., Santa Clara, CA, USA) (n = 4). This array interrogates 28,853 well annotated genes offering whole-transcript coverage. The genechip process, specifically sample labeling, hybridization, stringent washing, staining and scanning of arrays, was performed at the Genome Research Centre, the University of Hong Kong. Quality control assessment of the gene expression data were performed using Affymetrix Expression Console™ software. After passing quality control, data were further analyzed for fold changes and Gene Ontology (GO) analysis using GeneSpring GX 9 software (Agilent Technologies, Palo Alto, CA, USA).

### Quantitative real-time PCR

Quantitative real-time PCR (qRT-PCR) (n = 6 per group) was performed as previously described [23], with minor modifications. Briefly, cDNA was synthesized in a 20 µl reaction volume containing 1 µl oligo(dT)_12–18_ (500 µg/ml), 5 µg total RNA, 1 µl dNTP mix(10 mM each) and 200 units Moloney murine leukaemia virus (M-MLV) Reverse Transcriptase (Invitrogen, Carlsbad, CA, USA). The amplification reactions were performed using a 7900 HT Fast Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) in 96 well plates. The PCR cycle parameters were 10 min at 95°C, and 40 cycles at 95°C for 15 s and 60°C for 60 s. Total 50 µl reaction volumes included 25 µl Power SYBR® Green PCR Master Mix kit (Applied Biosystems, Foster City, CA, USA), 1 µl cDNA and 1 µl forward and reverse primers (500 µmol/l). The primers of GABA_A_ receptor alpha 1–5 subunits and endogenous β-Actin were designed using Primer Premier 5.0 (Premier Biosoft International, Palo Alto, California, USA). The primer sequences and PCR product lengths are shown in Table 1.We chose crossed-intron primers to eliminate possible genomic DNA contaminants in the amplification process. The specificity of amplification was also confirmed by melting curve analysis with one single peak at qRT-PCR reactions. Each sample was analyzed in triplicate and normalized to endogenous control. The fold-changes of gene expression between the ketamine and saline groups were calculated using 2^-Delta Delta Ct^ methodology [24].

**Table 1:** Primers for quantitative real-time PCR analysis.

Gene	Primer sequence(5′–3′)		Product length(bp)
	Forward	Reverse	
Gabra1	CCA AGT CTC CTT CTG GCT CAA CA	GGG AGG GAA TTT CTG GCA CTG AT	111
Gabra2	TTA CAG TCC AAG CCG AAT GTC CC	ACT TCT GAG GTT GTG TAA GCG TAG C	103
Gabra3	CAA GAA CCT GGG GAC TTT GTG AA	AGC CGA TCC AAG ATT CTA GTG AA	119
Gabra4	GAG ACT GGT GGA TTT TCC TAT GG	GGT CCA GGT GTA GAT CAT CTC ACT	94
Gabra5	CCC TCC TTG TCT TCT GTA TTT CC	TGA TGT TGT CAT TGG TCT CGT CT	99
β-Actin	AGG CCA ACC GTG AAA AGA TG	ACC AGA GGC ATA CAG GGA CAA	101

### Western blot

For western blots [25] , frozen brain tissues (n = 6 from each group) were thawed and homogenized in 300 µl RIPA lysis buffer supplemented with protease inhibitor cocktail (Millipore Inc., Billerica, MA, USA). The lysates were centrifuged at 14,000 g at 4°C for 30 min and the supernatants were collected and stored at −20°C until use. Protein concentration was determined by the Bio-Rad DC protein assay (Bio-Rad Laboratories Inc., Hercules, CA, USA). Each sample of 50 µg protein was separated by 10% SDS-PAGE electrophoresis using 100 Volt for 2 hours and then transferred to a PVDF membrane at 200 mA for 60 min. The membrane was blocked with 5% non-fat dry milk for 1 h at room temperature and then incubated overnight at 4°C with primary antibodies diluted as followed: GABRA1 (1∶1,000) (ab94585, Abcam, Cambridge, MA, USA), GABRA5 (1∶1,000) (AB9678, Millipore, Billerica, MA, USA), β-actin (1∶20,000) (MAB1501, Millipore, Billerica, MA,USA). On the next day, after washing 3 times with 0.05% Tween-20 and phosphate buffered saline, the membrane was incubated with the corresponding horseradish peroxidase (HRP) conjugated secondary antibody for 1 h at room temperature. Blots were then developed using an ECL Plus Kit (Millipore) on Fuji Medical X-ray film and scanned using a Bio-Rad 6500 scanner. Optical density was quantified with Quantity One software (Bio-Rad).

### Statistical analysis

Significance of differences between Morris water maze datawere assessed by repeated measures ANOVA. Results of qRT-PCR and western blot were compared by independent-sample t-test. Calculations were done using SPSS software (version 15.0). Differences were considered significant when *p*<0.05.Data are presented as mean ±SD.

## Results

### Behavioral studies

The Morris water maze was used to assess spatial memory. The times of the mice to find the escape platform were recorded. On day 1, there were no statistical differences between the latency times of the animals in the ketamine or control group to reach the hidden platform. However, on day 4, the ketamine treated animals needed a significantly longer time compared with the saline treated animals to find the platform (*p*<0.05). Repeated measures ANOVA revealed consistent significant effect of long-term ketamine administration on latency times (Figure 1), suggesting that there was a decline of cognitive ability compared with saline controls (*p*<0.05).

**Figure 1:**
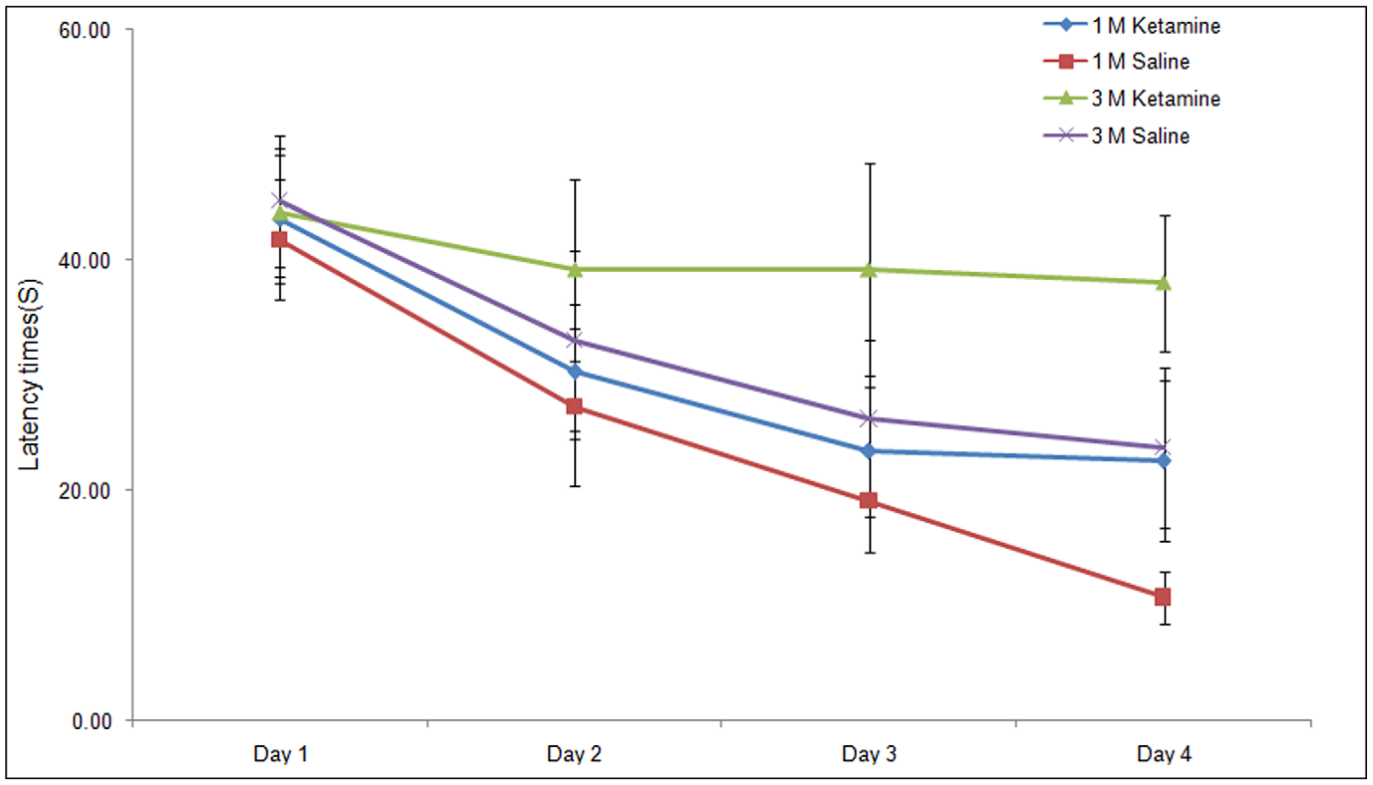
Spatial learning and memory performance of mice in the Morris water maze following 1 (1M) and 3 months (3M) treatment with ketamine. Significant differences between groups were analyzed using a repeated Measures ANOVA. 1M saline vs 1M ketamine, *p*<0.05; 3M saline vs 3M ketamine, *p*<0.05.

### Microarray analysis

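Ketamine, a blocker of the NMDA type of glutamate receptor, was given for 3 months at 30 mg/kg per day. RNA that the paper describes as from dissected prefrontal cortex was hybridised to Affymetrix Mouse Gene ST arrays. These arrays read each transcript through probes along its length. There were 4 arrays, 2 in each of 2 groups. The sample labels contradict themselves on the treatment: the titles call 2 arrays saline and the other 2 ketamine, while the source field gives the reverse, and both fields put the same arrays together. The groups are therefore named by title, and each direction is that of the arrays titled ketamine against the arrays titled saline; by the source field it would be the reverse. The labels also give the mice as female where the methods give male mice. The authors deposited log2 expression values made by the RMA method (background correction, normalization between arrays and one value per transcript cluster), with array medians from 5.90 to 6.04 over the rows that were tested. Of 35556 rows, 21789 carried exactly 1 gene symbol, 1621 several and 12146 none, and the rows with 1 symbol, for 19938 genes, were tested. The paper's text names no test for the arrays. Fold changes are differences of group means on the log2 scale, and limma with Benjamini-Hochberg adjustment was used for single genes. With 2 arrays against 2, the smallest two-sided p of an exact permutation test is 0.333, and the p-values measure only the spread between these samples. Across genes the 2 arrays titled saline correlated at 0.995 and the 2 titled ketamine at 0.996, while pairs from different groups correlated at 0.959 to 0.969. The median difference of all tested rows was 0.13 on the log2 scale, so that the balance of higher and lower genes depends on the scaling between arrays.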

The microarray results of this study were deposited in the NCBI Gene Expression Omnibus database (Accession Numbers: GSM647254- GSM647257). Data revealed that 110 genes were up-regulated and 136 genes were down-regulated more than 1.3 folds in the brains of the ketamine-treated mice (Table 2). These 246 genes were further explored using GO analysis. 

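The arrays titled ketamine had higher values than the arrays titled saline for genes known from the cerebellum and lower values for genes known from forebrain neurons. Cbln3, a cerebellin of cerebellar granule cells, was 5.14 ± 0.872 (SD, n = 2 arrays) on the arrays titled saline and 11.15 ± 0.0276 (SD, n = 2) on those titled ketamine, a log2 difference of 6.01 (6.62 without titled saline array 1 and 5.39 without array 2). Neurod1, a neuronal transcription factor, and En2, a homeobox gene of the midbrain and hindbrain, were higher by 4.48 and 4.21. Tbr1, a transcription factor of cortical projection neurons, was 8.40 ± 0.0495 (SD, n = 2) on the arrays titled saline and 3.71 ± 0.0252 (SD, n = 2) on those titled ketamine, a log2 difference of -4.69. Ddn, which encodes a postsynaptic protein of forebrain dendrites, and Nrgn, which encodes the calmodulin-binding protein neurogranin, had log2 differences of -6.03 and -4.64. On the arrays titled ketamine Tbr1, at 3.73 and 3.69, lay below the 95th percentiles of the olfactory receptor rows (4.56 and 4.46), as did Ddn on array 1, at 4.12, so that the sizes of their differences are not resolved. Each of these 6 genes passed an adjusted p of 0.05 in limma.
Of 23 measured markers of the striatum, 23 were lower (23 when adjusted over the list alone), among them Drd1, a dopamine receptor, at -2.65 and Tac1, the precursor of substance P, at -3.49. Tac1 read 4.88 and 6.69 on the 2 arrays titled ketamine. Its log2 difference was -2.58 without the first of these and -4.39 without the other. Of 14 markers of the upper cortical layers, 12 were lower and 2 higher (12 and 2 when adjusted over the list alone), with Mef2c at -2.71 and Calb1, also a marker of Purkinje cells, at 1.84. Of 23 markers of the deep layers, 17 were lower, 3 higher and 3 did not pass (17 and 4 when adjusted over the list alone), with Fezf2, a transcription factor of subcerebral projection neurons, at -2.42. Of 18 interneuron markers, 13 were lower, 4 higher and 1 did not pass (13 and 4 when adjusted over the list alone); Sst, the neuropeptide somatostatin, was at -2.57 and Pvalb, which is also abundant in Purkinje cells, at 2.44. Beside these 4 lists, 11 of 13 cerebellar markers, listed after the data had been seen, were higher and none was lower (11 when adjusted over the list alone), with Slc1a6, a glutamate transporter of Purkinje cells, at 2.67.
Of 13 microglial markers, 12 were lower and 1 did not pass (12 when adjusted over the list alone), with C1qb, a subunit of complement C1q, at -1.02. Of 13 choroid plexus markers, 12 were higher and 1 did not pass (12 when adjusted over the list alone), with the transporter Slc4a5 at 1.23 and the transcription factor Otx2 at 1.08. Of 12 astrocyte markers, 5 were higher, 1 lower and 6 did not pass (5 and 1 when adjusted over the list alone), with the water channel Aqp4 at 1.26. Of 13 oligodendrocyte markers, 1 was higher and 12 did not pass (none when adjusted over the list alone). Of 20 immediate early genes, 14 were lower, 2 higher and 4 did not pass (15 and 2 when adjusted over the list alone), with Egr1 at -1.28 and Npas4 at -1.38, the latter below the olfactory receptor level on titled ketamine array 2. The cerebellar markers were higher on the same arrays on which the microglial markers and immediate early genes were lower and the choroid plexus markers higher.
In all, 7437 rows passed 1.3-fold, 5286 higher and 2151 lower, and 1454 passed 2-fold, 805 higher and 649 lower. After quantile normalization of the 4 arrays 3368 were higher and 3104 lower at 1.3-fold, and after centring each array on its median 3319 and 3258. In limma 7224 rows passed an adjusted p of 0.05, 5109 higher and 2115 lower. Without titled ketamine array 1 or without titled ketamine array 2 no row passed it, with 5974 and 6461 rows at an unadjusted p under 0.05. By camera with a preset correlation, the lists of striatum, upper layers, deep layers, interneurons, microglia, choroid plexus and immediate early genes passed, and the astrocyte and oligodendrocyte lists did not; with an estimated correlation no list passed, the striatum at an adjusted p = 0.227 and the upper layers, deep layers, interneurons, microglia, choroid plexus and immediate early genes at an adjusted p = 0.346. With an estimated correlation, camera did not even pass 21 cerebellar markers picked for their difference, all 21 of them higher (adjusted p = 0.250). The correlation is estimated there from 2 residual degrees of freedom, so that a list without a call is not shown to be unchanged. The paper takes the genes past 1.3-fold as those affected by ketamine and carries them into its Gene Ontology analysis.

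**Figure D1:**
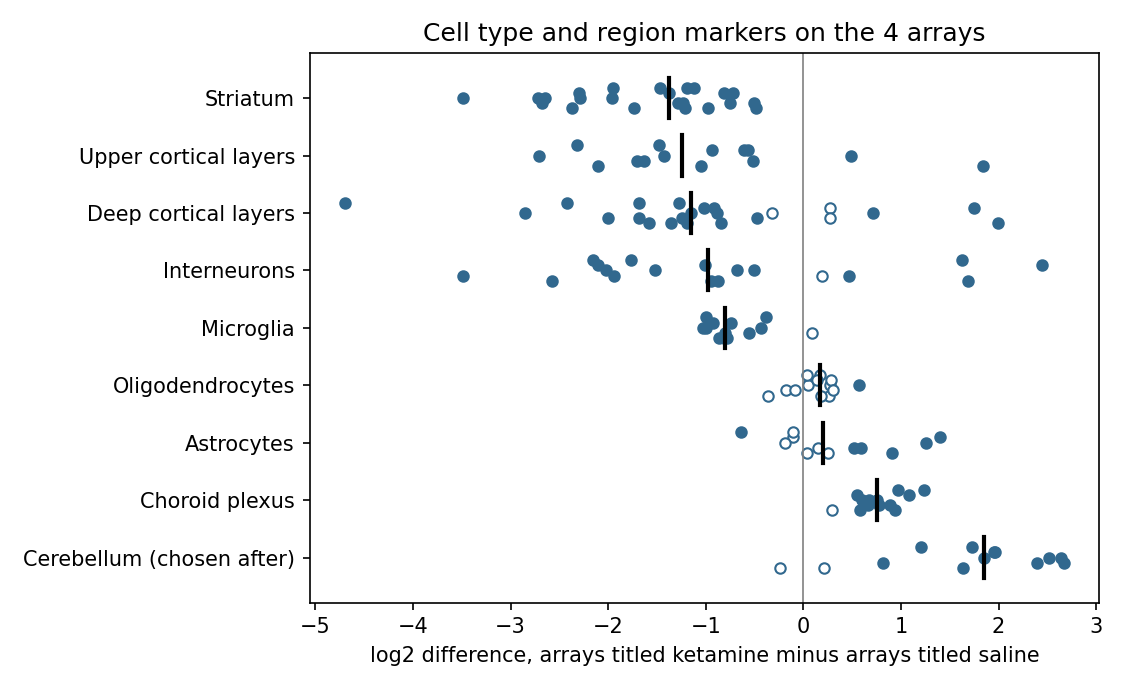
Log2 differences between the arrays titled ketamine and the arrays titled saline (x axis) for the measured members of 9 marker lists (y axis). Each point is a gene, filled where its adjusted p from limma was under 0.05, and the bar is the median of the list. The 23 striatal markers all lie below 0, and 12 of 13 choroid plexus markers pass above it; the cerebellar list was chosen after the data had been seen.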

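Subunits of the GABA_A_ receptor, the chloride channel opened by the transmitter GABA, moved in both directions between the 2 groups. Of 16 measured subunit genes, 2 were higher and 7 lower on the arrays titled ketamine, and 7 did not pass (4 and 9 when adjusted over the list alone). The 2 that were higher were Gabra6, a subunit of cerebellar granule cells, by 6.62 on the log2 scale (8.35 without titled saline array 1 and 4.90 without array 2, which read at the level of olfactory receptor rows), and Gabrd, a subunit of extrasynaptic receptors, by 1.47. Among those that were lower was Gabrg3, at -2.69. Cerebellar markers were higher on the same arrays, as given for the lists of cell types and regions. Of 11 genes of GABA synthesis, transport and signaling, 1 was higher, 2 lower and 8 did not pass (1 and 2 when adjusted over the list alone); the GABA-synthesizing enzyme Gad2 had a log2 difference of -0.51 and the GABA_B_ receptor subunit Gabbr2 of -0.38, while that of Gad1 was 0.19 (adjusted p = 0.255 from limma).
Glutamate receptor genes also went both ways. Of 6 NMDA receptor subunits, 1 was higher, 2 lower and 3 did not pass (1 and 3 when adjusted over the list alone). Grin2b was lower by a log2 difference of -3.34 and Grin2a by -1.07. Grin2c, a subunit found in mature cerebellar granule cells, was higher by 1.75. Of 15 AMPA, kainate and metabotropic glutamate receptor genes, 4 were higher, 8 lower and 3 did not pass (4 and 8 when adjusted over the list alone), with Grm4 at 2.46, Gria4 at 1.87 and Grm5 at -2.64. Of 8 genes of acetylcholine, amine and GABA synthesis, choline transport and saccharopine metabolism, 3 were lower and 5 did not pass (3 when adjusted over the list alone). Those that were lower were Gad2, the tyrosine hydroxylase gene Th at -0.77 and the decarboxylase gene Ddc at -1.09. The choline transporter gene Slc5a7 had a log2 difference of -0.23 (adjusted p = 0.771) and Aass, which encodes the saccharopine-forming enzyme, of 0.76 (adjusted p = 0.0849), both from limma. Slc5a7 read 4.88 and 6.86 on the 2 arrays titled ketamine and 6.16 and 6.03 on those titled saline. Its direction therefore turns with the array titled ketamine that is kept.
Of the GABA_A_ receptor genes, 10 of 16 (62.5%) were past 1.3-fold, against 34.0% of 19922 other genes (two-sided Fisher's exact test, odds ratio 3.23, p = 0.0304). Fisher's exact test gave p = 0.116 without titled saline array 1, p = 0.0653 without titled ketamine array 1 and p = 0.101 over the 10 members at or above the median level, where the odds ratio was 3.46. Without titled saline array 2 or titled ketamine array 2 Fisher's exact test gave p = 0.00813 and 0.00905. By camera with a preset correlation the GABA_A_ receptor list was lower at an adjusted p = 0.0034. With an estimated correlation, a setting in which no list passed, it was at an adjusted p = 0.346.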

The gamma-aminobutyric acid signaling pathway (GO: 0007214) and the index of GABA_A_ receptor activity (GO: 0004890) were amongst the 12 most significantly affected systems (Table 3). 

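Gabra5, the alpha subunit of GABA_A_ receptors that is most abundant in the hippocampus, was lower on the arrays titled ketamine. Cerebellar markers were higher and forebrain markers lower on the same arrays, so that treatment and tissue cannot be told apart for Gabra5. Its log2 value was 8.82 ± 0.0768 (SD, n = 2 arrays) on the arrays titled saline and 5.99 ± 1.37 (SD, n = 2) on those titled ketamine. The log2 difference was -2.83 (standard error 0.524, adjusted p = 0.00669 from limma; 0.00126 when adjusted over Gabra2 to Gabra5 alone), a ratio of 0.140. Titled ketamine array 1 read 5.02 and array 2 read 6.95, a difference of 1.94 within the group, while the 2 arrays titled saline read 8.87 and 8.76. Gabrg3, the neighbour of Gabra5 in the gene table, also differed within the group titled ketamine, with 4.36 on array 1 and 5.13 on array 2. Gabra3 and Gabra4 were lower by log2 differences of -1.63 (adjusted p = 0.00122) and -1.54 (adjusted p = 0.000175), and Gabra2 by -0.40 (adjusted p = 0.0377), all from limma. The cerebellar subunit Gabra6 read 11.65 and 11.60 on the arrays titled ketamine and 6.73 and 3.28 on those titled saline. The 3.28 of Gabra6 and the 4.36 of Gabrg3 lay below the 95th percentiles of the olfactory receptor rows on their arrays (4.43 and 4.56), so that the sizes of their differences are not resolved. With any 1 array left out, the call on Gabra5 was lost and its log2 difference ranged from -3.80 to -1.87. Calls among Gabra2, Gabra3 and Gabra4 were lost too, although each read lower on both arrays titled ketamine than on either titled saline. Gabra2 read 8.50 and 8.70 against 9.01 and 8.98, Gabra3 7.53 and 8.17 against 9.51 and 9.45, and Gabra4 8.22 and 8.02 against 9.71 and 9.61. Such a fit takes the spread of a lone array from the other group, so that a lost call does not show the absence of a difference.

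**Figure D2:**
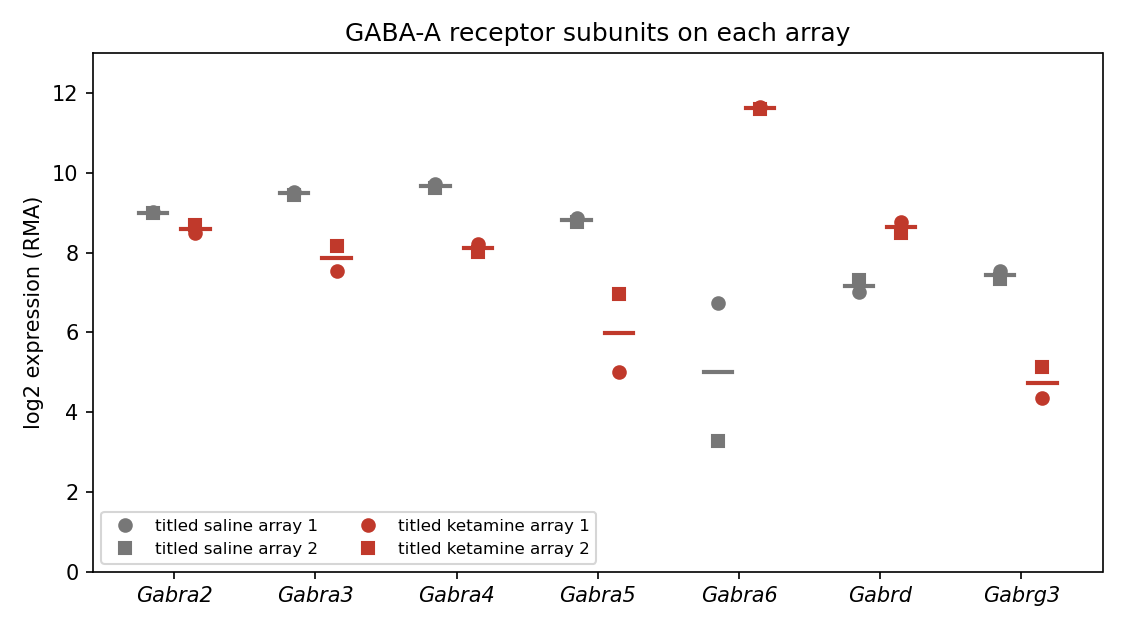
Log2 expression (y axis) of 7 GABA_A_ receptor subunit genes (x axis) on each of the 4 arrays, grey for those titled saline and red for those titled ketamine. Points are arrays and bars are group means. Gabra5 lies at 8.87 and 8.76 on the arrays titled saline and at 5.02 and 6.95 on those titled ketamine, and Gabra6 is higher on both arrays titled ketamine than on either titled saline.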

The change for Gabra5 (Accession number: NM_000810) was +1.65 fold.

**Table 2:** Numbers of different expressed genes in the brain of ketamine treated mice.

Fold Change	Total Gene no.	No. up-regulated	No. down-regulated
>2.0	12	2	10
>1.9	21	3	18
>1.8	27	5	22
>1.7	37	12	25
>1.6	45	18	27
>1.5	64	25	39
>1.4	103	41	62
>1.3	246	110	136

**Table 3:** 12 most statistically significant changed terms in the Gene Ontology analysis.

GO ACCESSION	GO Term	p-value
GO:0042136	neurotransmitter biosynthetic process	0.000175264
GO:0007214	gamma-aminobutyric acid signaling pathway	0.000382054
GO:0042401	biogenic amine biosynthetic process	0.000563124
GO:0004890	GABA-A receptor activity	0.000666473
GO:0042398	amino acid derivative biosynthetic process	0.000721329
GO:0016917	GABA receptor activity	0.000837374
GO:0042133	neurotransmitter metabolic process	0.001027183
GO:0003677	DNA binding	0.001408004
GO:0008292	acetylcholine biosynthetic process	0.001535487
GO:0004753	saccharopine dehydrogenase activity	0.001535487
GO:0047131	saccharopine dehydrogenase (NAD+, L-glutamate-forming) activity	0.001535487
GO:0005307	choline:sodium symporter activity	0.001535487

### Quantitative real-time PCR

To confirm the genechip results, mRNA levels of 5 GABA_A_ receptor subunits, namely Gabra1-5, were evaluated by qRT-PCR. After 1month ketamine administration, Gabra5 mRNA levels in the prefrontal cortex of the ketamine treated mice was 2.36±0.85 fold higher than levels observed in the control saline group (*p*<0.05). Similarly, significant changes of Gabra5 were also found in the animals treated for 3 months (1.4963±0.08264 fold, *p*<0.05) (Figure 2). Conversely, there was no significant difference in gene expression levels for other GABA_A_ receptor subunits following for 1 and 3 months ketamine treatment, respectively (*p*>0.05) .

**Figure 2:**
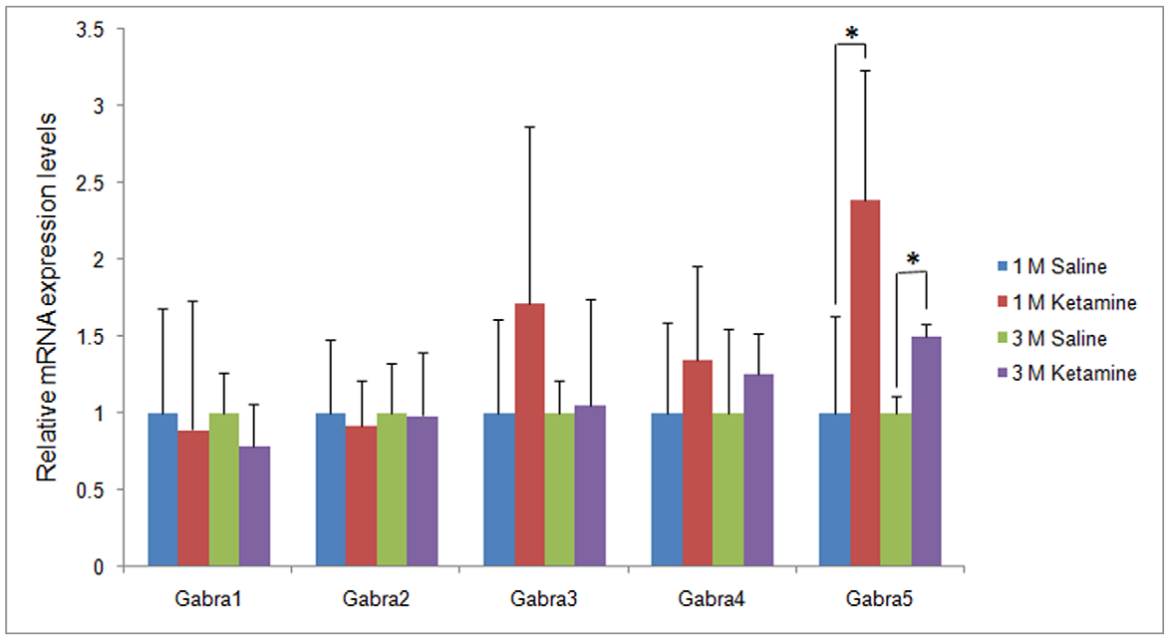
Gene expression changes of 5 GABA_A_ receptor subunits in the prefrontal cortex as reveled by quantitative real-time PCR. Significant gene expression changes were found for Gabra5 (* *p*<0.05).

### Western blot

Western blots were performed to investigate the protein level changes of GABA_A_ receptors in ketamine treated mice. Fold changes and representative images of western blot results are shown in Figure 3. Figure 3(A) shows western blot results of Gabra5. Gabra5 was significantly up-regulated following 1 and 3 months treatment with ketamine when compared with the respective controls (1.97±0.55 for 1 month, 2.56±0.81 for 3 months, *p*<0.05; Figure 3(A)). For Gabra1, no significant changes were found at 1 month (0.74±0.31 *p*>0.05), but at 3 months, a marginal significant difference was observed (1.24±0.17, p = 0.05, Figure 3(B)).

**Figure 3:**
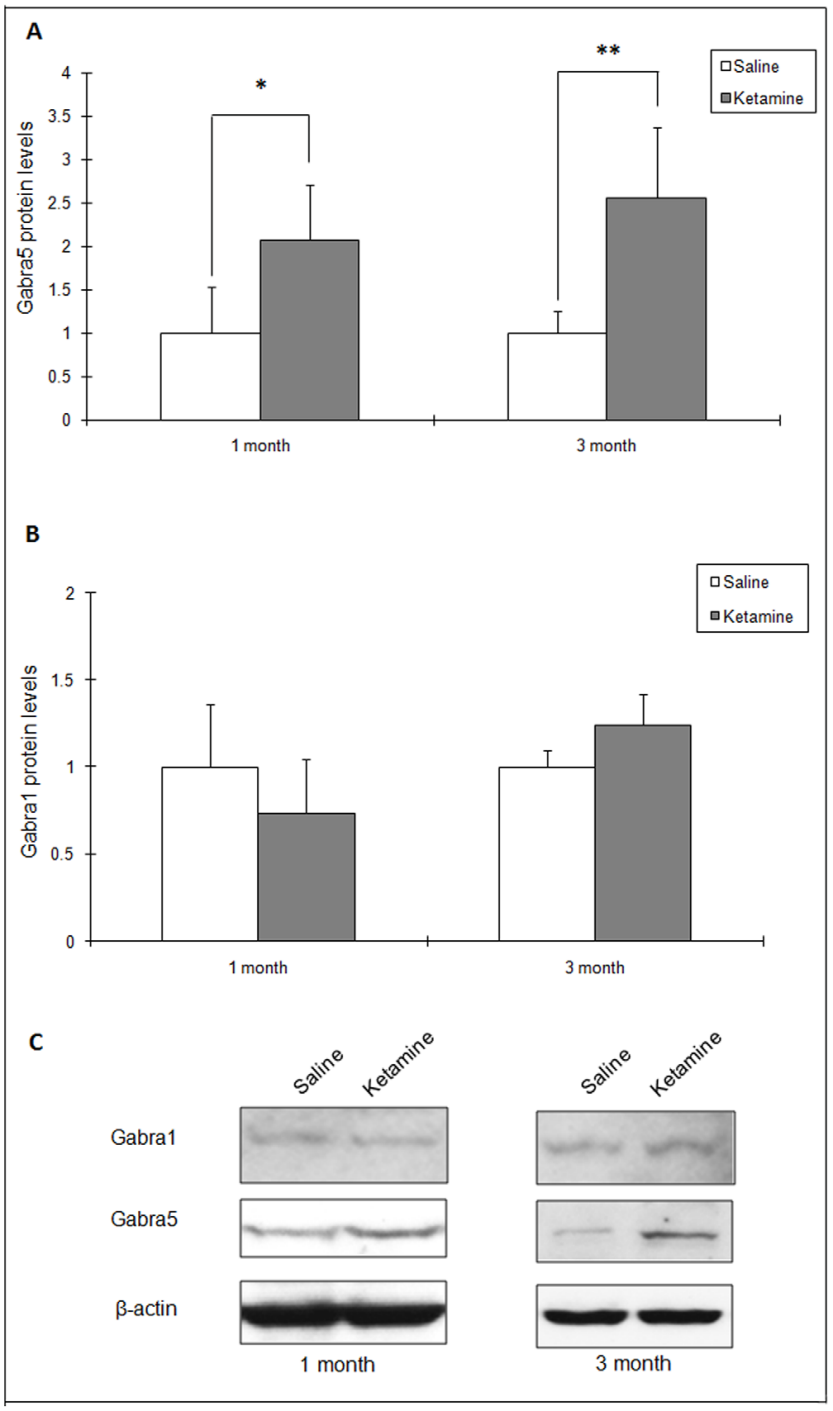
Changes of 5 GABA_A_ receptor subunits in the prefrontal cortex as reveled by Western blot. (A) Fold changes of the protein Gabra5 in the prefrontal cortex at 1- and 3-months (*p<0.05, ** *p*<0.05). (B) Fold change of the protein Gabra1 in the prefrontal cortex at 1- and 3-months. (C) Representative images of western blot results for Gabra5 and Gabra1.

## Discussion

The major finding of the present study was that long-term ketamine administration impaired working memory and up-regulated the Gabra5 gene in the prefrontal cortex (PFC).These results suggest that long-term ketamine administration use may affect cognition by increasing the activity of a tonic GABA signaling system.

NMDA receptors are the major excitatory ligand-gated ion channel in CNS [26], [27]. Moreover, activation of NMDA receptors plays a vital role in mechanisms of long-term potentiation (LTP), which is believed to be a fundamental key facilitating synaptic plasticity and memory formation [7]. Thus, blocking NMDA receptors predictably disrupts LTP and impairs cognition [28], [29]. Indeed, the short-term use of ketamine has been found to impair memory in human subjects [9]. In another study, the short-term use of ketamine impacts on memory process during recruitment of frontal–parietal regions as revealed by neuroimaging [30]. In our studies, long-term injection of ketamine impaired learning and memory during its ongoing scheduled administration. Following one-month of treatment, mice on the control saline schedule found the hidden platform quickly after 3 days of training, while mice that had received ketamine spent more time to locate it. After 3 months, the latency times of mice on the ketamine schedule hardly declined (see Figure 1). It is worthy to mention that we also observed age-related memory impairments between the 1- and 3-month control animals on the saline schedule; indeed data from the 3-month animals were close to the animals that had received ketamine for 1-month. However, a more detailed analysis revealed that the trend of latency times for the 3 month saline treated animals mice improved daily, while there was no significant improvement at day 4 as compared with day 3 in the animals on the 1-month ketamine schedule. The age-related effects that we observed in the saline treated animals was predictable, since previous studies have shown that young mice aged 60 days show significantly better performance than older mice in maze learning tasks [31].

The effects of ketamine can be attributed to its ability to act as a reversible NMDA receptor antagonist and following metabolism (half life 2.5 h) the effects are transient [32]. However, the effect following long-term abuse may be more profound. In the present study, we found gene expression changes in GABA_A_ receptors as shown in the microarray results, which were also confirmed by the quantitative real-time PCR. This is consistent with evidence showing enhanced GABA_A_ receptor-mediated inhibition following ketamine injection. Thus, in guinea-pig olfactory cortical slices, ketamine has been shown to prolonging inhibition through potentiating the GABA_A_ receptor-mediated inhibitory postsynaptic currents [33]. In Xenopus oocytes expressing mouse cortical GABA_A_ receptors, ketamine enhanced inhibitory Cl^−^ currents [34]. Some indirect evidence for ketamine acting as a GABA_A_ receptor agonist is also seen *in vivo* where ketamine-induced anesthesia is partly mediated by an enhancement of central inhibitory GABA transmission [15]. As shown in our animal studies, mRNA levels of Gabra5 increased significantly after 1- and 3-month of ketamine administration. In the 3-month group, although the fold changes had decreased, significant changes were still found. Similarly, gene expression changes of Gabra5 were also confirmed by the using western blot. Gabra5 protein levels were found significantly higher in both of 1- and 3-month ketamine groups than that of their controls. Although no significant changes were found in Gabra1 levels, there were slight increases in fold changes in the 3-month group for Gabra1 as compared with 1-month group. Additionally, trends in fold changes of mRNA and protein levels were different. There may be several reasons of this discrepancy. Firstly, continuously up-regulation of mRNA would cause excessive protein synthesis, which may lead to a cumulative effect of protein levels in GABA_A_ receptors and thus the fold changes in protein levels were higher than that of mRNA. Secondly, many studies have also reported changes of GABA_A_ receptors in aging and degeneration [35], [36], [37]. An increased in GABA_A_ receptors density was thought to be the results of compensatory effects following neuronal cell loss during aging [38]. The levels of GABA_A_ receptors may also be regulated by cell signaling pathways. It was reported that serum levels of brain-derived neurotrophic factor (BDNF) were increased in chronic ketamine users [39]. Increased BDNF was also found in rat brains following prolonged ketamine exposure [40]. Elevation of BDNF probably induces a rapid increase the total number of cell surface GABA_A_ receptors through activation of Trk B receptor tyrosine kinases [41]. It would be interesting in future studies to examine whether the BDNF/TrkB/GABA_A_ signaling pathway has changed in ketamine treated mice.

GABA_A_ receptors mediate fast-acting inhibitory response in the brain and activation of GABA_A_ receptors causes hyperpolarization and decreased activity of neurons [42]. The GABA_A_ receptor system also plays a roles in memory and synaptic plasticity [43]. Compounds that enhance the action of GABA can impair memory processing, while conversely, compounds that reducing the action of GABA can enhance memory processing, especially the acquisition process [44].There are a total of a GABA_A_ receptor subunits and they have also shown differential distribution in the brain [45]. Gabra5 is predominantly expressed in brain areas important for memory processing such as level VI of cortex, and also in the hippocampus [46]. Gabra5 sets the threshold for LTP and constrains certain forms of memory through mediation of synaptic inhibition, with genetic deletion or pharmacological inhibition of the activity of Gabra5 greatly reducing the threshold [47], [48], [49]. Pharmacological blockage of GABA_A_ receptor showed treatment effects of aging associated memory decline in APP/PS1 transgenic mice [50]. Our study found that increased Gabra5 was inversely related to learning and memory following long-term ketamine treatment in mice. In particular, the learning and memory impairments were found in the 3-month ketamine treatment group, which appears in line with a recent study in human subjects [10]. Further physiological studies should focus on whether there is increased inhibitory currents via GABA_A_ receptor mediated Cl^−^ elicitation in long-term ketamine treated animals, and if such changes are reversible. Such studies would be helpful in further understanding the mechanisms of ketamine induced memory impairment.

In conclusion, we have shown that prolonged use of ketamine at a sub-anesthetic dose can impair cognitive function in mice. We also found a significant up-regulation of Gabra5 subunit in the prefrontal cortex of the ketamine treated animals. Thus, this study has revealed, for the first time, that long-term of ketamine administration and associated memory impairments may be related to an up-regulation of Gabra5 subunits in the prefrontal cortex.

## References

[1] Bergman SA (1999). Ketamine: review of its pharmacology and its use in pediatric anesthesia.. Anesth Prog.

[2] Wolff K, Winstock AR (2006). Ketamine : From medicine to misuse.. CNS Drugs.

[3] Maxwell JC (2005). Party drugs: properties, prevalence, patterns, and problems.. Subst Use Misuse.

[4] Degenhardt L, Copeland J, Dillon P (2005). Recent trends in the use of "club drugs": an Australian review.. Subst Use Misuse.

[5] Fang Y, Wang Y, Shi J, Liu Z, Lu L (2006). Recent trends in drug abuse in China.. Acta Pharmacol Sin.

[6] Ricaurte G, McCann UD (2004). Recognition and management of complications of new recreational drug use.. Lancet.

[7] Li F, Tsien JZ (2009). Memory and the NMDA Receptors.. N Engl J Med.

[8] Curran HV, Morgan C (2000). Cognitive, dissociative and psychotogenic effects of ketamine in recreational users on the night of drug use and 3 days later.. Addiction.

[9] Morgan CJ, Mofeez A, Brandner B, Bromley L, Curran HV (2004). Acute effects of ketamine on memory systems and psychotic symptoms in healthy volunteers.. Neuropsychopharmacology.

[10] Morgan CJ, Muetzelfeldt L, Curran HV (2010). Consequences of chronic ketamine self-administration upon neurocognitive function and psychological wellbeing: a 1-year longitudinal study.. Addiction.

[11] Yeung LY, Wai MSM, Fan M, Mak YT, Lam WP (2010). Hyperphosphorylated tau in the brains of mice and monkeys with long-term administration of ketamine.. Toxicol Lett.

[12] Mak YT, Lam WP, Lü L, Wong YW, Yew DT (2010). The toxic effect of ketamine on SH-SY5Y neuroblastoma cell line and human neuron.. Microsc Res Tech.

[13] Hirota K, Sikand KS, Lambert DG (1999). Interaction of ketamine with mu2 opioid receptors in SH-SY5Y human neuroblastoma cells.. J Anesth.

[14] Narita M, Yoshizawa K, Aoki K, Takagi M, Miyatake M, Suzuki T (2001). A putative sigma1 receptor antagonist NE-100 attenuates the discriminative stimulus effects of ketamine in rats.. Addict Biol.

[15] Irifune M, Sato T, Kamata Y, Nishikawa T, Dohi T (2000). Evidence for GABA(A) receptor agonistic properties of ketamine: convulsive and anesthetic behavioral models in mice.. Anesth Analg.

[16] Shi, Q, Guo L, Patterson TA, Dial S, Li Q, Sadovova N (2010). Gene expression prfiling in the developing rat brain exposed to ketamine.. Neuroscience.

[17] Baddeley, A (2003). Working memory: looking back and looking forward.. Nat Rev Neurosci.

[18] Miller EK, Cohen JD (2001). An integrative theory of prefrontal cortex function.. Annu Rev Neurosci.

[19] Perry JL, Joseph JE, Jiang Y, Zimmerman RS, Kelly TH (2010). Prefrontal cortex and drug abuse vulnerability: Translation to prevention and treatment interventions.. Brain Res Rev.

[20] Xu Q, Ming Z, Dart AM, Du XJ (2007). Optimizing dosage of ketamine and xylazine in murine echocardiography.. Clin Exp Pharmacol Physiol.

[21] Vorhees CV, Williams MT (2006). Morris water maze: procedures for assessing spatial and related forms of learning and memory.. Nat Protoc.

[22] Paxinos G, Franklin KBJ (2001). The Mouse Brain in Stereotaxic Coordinates, 2nd ed., Academic, San Diego.

[23] Li Q, Lu G, Antonio GE, Mak YT, Rudd JA (2007). The usefulness of the spontaneously hypertensive rat to model attention-deficit/hyperactivity disorder (ADHD) may be explained by the differential expression of dopamine-related genes in the brain.. Neurochem Int.

[24] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method.. Methods.

[25] Wu Y, Zhang AQ, Yew DT (2005). Age related changes of various markers of astrocytes in senescence-accelerated mice hippocampus.. Neurochem Int.

[26] Cull-Candy S, Brickley S, Farrant M (2001). NMDA receptor subunits: diversity, development and disease.. Curr Opin Neurobiol.

[27] Dingledine R, Borges K, Bowie D, Traynelis SF (1999). The glutamate receptor ion channels.. Pharmacol Rev.

[28] Kleinschmidt A, Bear MF, Singer W (1987). Blockade of "NMDA" receptors disrupts experience-dependent plasticity of kitten striate cortex.. Science.

[29] Rowland LM, Astur RS, Jung RE, Bustillo JR, Lauriello J, Yeo RA (2005). Selective cognitive impairments associated with NMDA receptor blockade in humans.. Neuropsychopharmacology.

[30] Honey GD, Honey RAE, O'Loughlin C, Sharar SR, Kumaran D (2005). Ketamine disrupts frontal and hippocampal contribution to encoding and retrieval of episodic memory: an fMRI study.. Cereb Cortex.

[31] Oliverio A, Bovet D (1966). Effects of age on maze learning and avoidance conditioning of mice.. Life Sci.

[32] Hijazi Y, Boulieu R (2002). Contribution of CYP3A4, CYP2B6, and CYP2C9 isoforms to N-demethylation of ketamine in human liver microsomes.. Drug Metab Dispos.

[33] Scholfield CN (1980). Potentiation of inhibition by general anaesthetics in neurones of the olfactory cortex in vitro.. Pflugers Arch.

[34] Lin LH, Chen LL, Zirrolli JA, Harris RA (1992). General anesthetics potentiate gamma-aminobutyric acid actions on gamma-aminobutyric acidA receptors expressed by Xenopus oocytes: lack of involvement of intracellular calcium.. J Pharmacol Exp Ther.

[35] Mhatre MC, Ticku MK (1992). Aging related alterations in GABAA receptor subunit mRNA levels in Fischer rats.. Brain Res Mol Brain Res.

[36] Mizukami K, Ikonomovic MD, Grayson DR, Rubin RT, Warde D (1997). Immunohistochemical study of GABAA receptor Beta2/3 in the hippocampal formation of aged brains with Alzheimer- related neuropathologic changes.. Exp Neurol.

[37] Rissman RA, Mishizen-Eberz AJ, Carter TL, Armstrong DM (2003). Biochemical analysis of GABAA receptor subunits a1, a5, b1, b2 in the hippocampus of patients with Alzheimer's disease neuropathology.. Neuroscience.

[38] Rissman RA, De Blas AL Armstrong DM (2007). GABA(A) receptors in aging and Alzheimer's disease.. J Neurochem.

[39] Ricci V, Martinotti G, Gelfo F, Tonioni F, Caltagirone C, Bria P (2011). Chronic ketamine use increases serum levels of brain-derived neurotrophic factor.. Psychopharmacology.

[40] Ibla JC, Hayashi H, Bajic D, Soriano SG (2009). Prolonged exposure to ketamine increases brain derived neurotrophic factor levels in developing rat brains.. Curr Drug Saf.

[41] Mizoguchi Y, Kanematsu T, Hirata M, Nabekura J (2003). A rapid increase in the total number of cell surface functional GABAA receptors induced by brain-derived neurotrophic factor in rat visual cortex.. J Biol Chem.

[42] Watanabe M, Maemura K, Kanbara K, Tamayama T, Hayasaki H (2002). GABA and GABA receptors in the central nervous system and other organs.. In Rev Cytol.

[43] Jones EG (1993). GABAergic Neurons and Their Role in Cortical Plasticity in Primates.. Cereb Cortex.

[44] Chapouthier G, Venault P (2002). GABA-A receptor complex and memory processes.. Curr Top Med Chem.

[45] Olsen W, Tobin J (1990). Molecular biology of GABAA receptors FASEB J.

[46] Wisden W, Laurie, Monyer H, Seeburg PH (1992). The Distribution of 13 GABA , Receptor Subunit mRNAs in the Rat Brain I. Telencephalon, diencephalon, mesencephalon.. J Neurosci.

[47] Chambers MS, Atack JR, Broughton HB, Collinson N, Cook S (2003). Identification of a novel, selective GABA(A) alpha5 receptor inverse agonist which enhances cognition.. J Med Chem.

[48] Collinson N, Kuenzi FM, Jarolimek W, Maubach KA, Cothliff R (2002). Enhanced Learning and Memory and Altered GABAergic Synaptic Transmission in Mice Lacking the a5 Subunit of the GABA_A_ Receptor.. J Neurosci.

[49] Martin LJ, Zurek A, MacDonald JF, Roder JC, Jackson MF (2010). Alpha5GABAA receptor activity sets the threshold for long-term potentiation and constrains hippocampus-dependent memory.. J Neurosci.

[50] Yoshiike Y, Kimura T, Yamashita S, Furudate H, Mizoroki T (2008). GABA(A) receptor-mediated acceleration of aging-associated memory decline in APP/PS1 mice and its pharmacological treatment by picrotoxin.. PloS One.

How the deposited data were processed for this re-analysis (not part of the article)

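The paper describes the RNA as from prefrontal cortex of mice treated for 3 months. It was measured on 4 one-colour Affymetrix arrays, 2 per group. The authors deposited log2 values made by RMA in the Affymetrix Expression Console; its version and the genome build are not given in the sources used here, and scanner files and detection calls were not used here. According to the paper, fold changes and Gene Ontology terms were computed in GeneSpring. RMA subtracts background, gives the arrays one distribution of probe values and summarises the probes of a transcript cluster, so that a real shift of most genes in one direction would be partly removed, and low values are compressed. No filter on dim rows was applied in the main setting.

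The groups follow the sample titles, since the titles and the source field of the labels name opposite treatments for the same arrays. The labels give female mice and the paper male mice. No unused column of sample values was present. Gene names come from the platform annotation given with the data, and 21698 of the named rows were matched by gene number to a RefSeq table of the GRCm38.p6 assembly, with equal symbols. No coordinates are given, because the build behind the array's annotation is not known here. The accession that the paper prints for Gabra5 is carried by 0 rows of the annotation. Genes that are not in the annotation table were not analysed here.

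Rows with exactly 1 symbol were tested with limma (version 3.58.1) in R (version 4.3.3), by lmFit and eBayes with no trend and no robust option, and adjusted by Benjamini-Hochberg. A gene with several rows was represented in lists by the row with the highest mean. Lists were tested by camera with a preset correlation of 0.01, and again with an estimated one; 29 lists were fixed before the data were examined, of which 28 had at least 3 measured members, and 6 further lists of brain regions were added after. The GABA_A_ receptor family stands for the Gene Ontology terms, whose annotation was not used here, and was tested with Fisher's exact test. The rule for named genes took every gene the paper names and the NMDA receptor subunits, the 10 genes with the largest difference each way among rows at or above the median level whose groups did not overlap (predicted genes passed over), and up to 4 members of each list with the largest difference. Gabrd, Gad1, Slc1a6, Slc18a3, Slc5a7 and Xist fall outside this rule and were named after their values were seen.

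The test was run on simulated data of the 21789 rows, with the spread of the real arrays: limma called 0 of 100 genes changed 1.3-fold, 10 of 50 changed 2-fold and 35 of 50 changed 4-fold, with 0 false calls. The Benjamini-Hochberg cutoff depends on the share of changed rows, which was far smaller there than in the real data, where limma passed 7224 rows. These simulated rates therefore do not carry over to the real comparison. The number of arrays limits the precision. As a measure of signal where no brain expression is known, 1035 rows of olfactory receptors, chosen after the data were seen, had medians from 2.75 to 2.84 and 95th percentiles from 4.20 to 4.56 across the arrays. Alternatives for the fold, the filter, the rows, the normalization, the moderation, the replicate number as a block and each array left out were set before the data were examined.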

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

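The test of the scaling between the arrays, and the lists of cerebellar, forebrain and brainstem genes, were chosen only after the main difference between the groups had been seen, and so was the test on the upper cortical layers, which replaced those written before for striatal and cholinergic tissue; the values of the lists called not yet looked at were unknown when their tests were written.

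The paper does not discuss cerebellar or choroid plexus genes. On the arrays titled ketamine, 21 cerebellar markers picked from the genes seen to differ had a median log2 difference of 3.18, which is no independent evidence, and 13 not yet looked at one of 1.85. Gabra6 was higher by 6.62 (8.35 without titled saline array 1 and 4.90 without array 2) and Gabrd by 1.47, and the choroid plexus list by a median of 0.76; each was above its level on the arrays titled saline.

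The 2 titles separated 7437 rows past 1.3-fold, against 452 at most in the other 2 of 3 splits of the arrays into pairs. The real split alone, 1 of 3, reached that number, and 3 splits are too few for a share under 0.05. A candidate explanation is cerebellar tissue on the arrays titled ketamine and forebrain tissue on those titled saline: cerebellar markers not yet looked at had a median difference of 1.85 and forebrain transcription factors not yet looked at one of -1.30, although 3 of those 8 did not pass limma. The -1.30 argues against a ketamine response of cortex with the dissected region alike on all arrays, since the arrays within a group differed by -0.06 and 0.04 on that list, the span of 0.25 in Xist argues against groups of different sex, and the 6472 rows past 1.3-fold after quantile normalization argue against the scaling. The fall of the upper cortical layers by a median of -1.24 argues against less striatal or cholinergic tissue, with more cortex in its place, as the whole cause, although the striatal list met the test written before (median -1.37, camera adjusted p = 5.0e-22, and adjusted p = 0.227 with an estimated correlation). Chat, Slc18a3 and Slc5a7, at -0.40, -0.43 and -0.23, met neither outcome of their test. Slc18a3 and Slc5a7 read 5.32 and 4.88 on titled ketamine array 1, below both arrays titled saline. On titled ketamine array 2 they read 6.66 and 6.86, above both, so that their directions rest on array 1. Titles, treatment and tissue go together on these 4 arrays, so that an effect of ketamine on top of a difference in tissue stays open and untested.

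Gabra5 differed by 1.94 between the 2 arrays titled ketamine. A larger share of forebrain tissue in array 2 would raise forebrain transcription factors, whose median difference between arrays 2 and 1 was -0.059 with an SD of 0.429 over 8 genes. Between the same arrays the median was -0.079 for the striatum list, 0.10 for the upper layers, 0.059 for the deep layers and 0.16 for interneurons. If the arrays titled saline stand for forebrain, an added share of 21.8% would be needed for Gabra5. It would move the median of the transcription factors to 0.458, with 7 of the 8 genes below the value needed of each. This estimate was made after the values were seen. A larger share of brainstem tissue would raise brainstem markers, whose median was 0.20 with 8 of 10 above 0. Of the lists outside that test the monoamine list was at 0.37, with Tph2 at 3.67 on array 1 and 6.00 on array 2. The oligodendrocyte list was at 0.38, the choroid plexus list at 0.31 and a list of Hox and other hindbrain genes at 0.14. Between titled saline arrays 2 and 1 the same medians were 0.11 for brainstem markers and 0.31 for the Hox list. They were -0.033 for the monoamine list, 0.015 for oligodendrocytes and 0.023 for choroid plexus. The forebrain share stays open because the estimate for it assumes the profile of the arrays titled saline. The brainstem share stays open because the Hox list differed more between the arrays titled saline than between those titled ketamine. The SD of 0.393 over the brainstem markers is the spread of single genes and does not give the uncertainty of their median. Whether the mice themselves differed was not tested.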

How the results depend on the processing

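The alternative over rows with any gene symbol was chosen after the data were seen. With 2 arrays per group, and a fit that assumes a lone array to vary like the other group, leaving out an array limits every call: genes past an adjusted p of 0.05 in limma ranged from 0 to 4574 in total (0 to 3171 higher and 0 to 1403 lower), against 7224 with all arrays; they were 4574 without titled saline array 1, 4089 without titled saline array 2 and 0 without either array titled ketamine. Rows past 1.3-fold numbered 4320 at or above the median (3003 higher and 1317 lower) and 12874 over all rows of the table (10106 higher), since fewer or more rows were counted. Centring each array on its median gave 3319 higher and 3258 lower at 1.3-fold, and 3210 and 3213 in limma; quantile normalization gave 3368 higher at 1.3-fold and 3311 in limma. Taking the treatment from the source field turned the directions, to 2151 higher and 5286 lower and to a log2 difference of 2.83 for Gabra5. The other alternatives left the counts within 1.5 times, with 7801 over rows with any gene symbol. Gabra5 stayed negative by title in each setting, from -3.80 to -1.87 with an array left out, where the call was lost. Gabra2, Gabra3 and Gabra4 each passed as lower with all arrays, and calls among them were lost with an array left out. Their differences stayed negative there, as each gene read lower on both arrays titled ketamine than on either titled saline. Of 28 lists, 15 passed with the preset correlation and 0 with an estimated one. The estimate rests on 2 residual degrees of freedom, so that the 0 does not show the absence of differences. The enrichment of GABA_A_ receptor genes had p = 0.101 in Fisher's exact test over rows at or above the median, 0.0111 at 1.2-fold, 0.00329 at 1.5-fold and from 0.00813 to 0.116 with an array left out. Among genes with no call, the sign turned for Grin2d (-0.13 after centring and -0.14 after quantile normalization) and Xist (-0.11 and -0.026). With an array left out, the differences ranged from -0.094 to 0.138 for Xist, from -0.218 to 0.205 for Bcl2, from -0.239 to 0.104 for Grin3b, from -1.10 to 0.242 for Slc18a3 and from -1.22 to 0.760 for Slc5a7, the last 2 turning without titled ketamine array 1; the cause was not tested. By camera the direction of 3 lists with no call over all arrays also turned when an array was left out, for which the cause was not tested: heat shock genes, with adjusted p from 0.345 to 0.974, Y-linked genes, from 0.297 to 0.952, and oligodendrocyte markers, from 0.0293 to 0.887, the lowest being without titled ketamine array 1, where the direction had not turned. The arrays share only a number: the correlation of the deviations of the arrays numbered 1 was 0.034, and the replicate block gave 8250 rows in limma and 14 lists. What limits depth is the signal over background, which no detection calls were used to set.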

Differences from the paper's values

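The paper's text states no test or filter behind its counts, and the counts here use none. At 1.3-fold the paper's counts are 110 higher, 136 lower and 246 in total, and those found here 5286, 2151 and 7437. At 1.4-fold they are the paper's 41 and 62 against 3660 and 1643, at 1.5-fold the paper's 25 and 39 against 2643 and 1306, and at 1.6-fold the paper's 18 and 27 against 1940 and 1089. At 1.7-fold they are the paper's 12 and 25 against 1490 and 932, at 1.8-fold the paper's 5 and 22 against 1199 and 818, at 1.9-fold the paper's 3 and 18 against 959 and 727, and at 2-fold the paper's 2 and 10 against 805 and 649. Under each of the 13 alternatives set before the data were examined, each of these 17 counts still differed from the paper's, the nearest being 9.68 times as large. Of the other ways to split the 4 arrays into pairs, computed after the values had been seen, the arrays numbered 2 against those numbered 1 gave 245 higher and 207 lower at 1.3-fold and 30 and 34 at 1.5-fold, and titled saline array 2 and titled ketamine array 1 against the other pair gave 216 and 187 at 1.3-fold and 10 and 35 at 1.5-fold.

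For Gabra5 the paper's fold is 1.65 up and the ratio found here by title was 0.140, a log2 difference of -2.83 against 0.72 for the paper's fold. It differed under all 10 settings, from 0.0717 without titled ketamine array 2 to 0.274 without titled ketamine array 1, and by the source field the ratio was 7.13, higher than the paper's. By RT-PCR and western blot the paper gives Gabra5 as higher with ketamine at 3 months, which is the direction of the source field and not of the titles and does not settle the labels. The paper reports that differences in Gabra2, Gabra3 and Gabra4 by RT-PCR did not pass its test, which does not show that they were equal; on the arrays they had log2 differences of -0.40, -1.63 and -1.54, while Actb, its reference transcript, had one of -0.14 (adjusted p = 0.36 from limma).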

Other observations

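Genes of glucocorticoid response went both ways on the arrays titled ketamine: of 13 measured, 3 were higher, 2 lower and 8 did not pass, with Fkbp5 at -1.25 and Tsc22d3 at 0.73. Of 11 genes of the Bcl2 and caspase families, 2 were higher, 1 lower and 8 did not pass. Bdnf, the neurotrophin, had a log2 difference of 0.19 (adjusted p = 0.256 from limma) and its receptor gene Ntrk2 one of -0.31 (adjusted p = 0.068), and the tau gene Mapt one of -0.17 (adjusted p = 0.256). Oprm1, the gene of the mu-opioid receptor, was lower by a log2 difference of -0.34 (adjusted p = 0.0461 from limma). Of 15 ribosomal protein genes, 1 was higher and 14 did not pass. The rule for the largest differences also took Arhgef33 at 5.57 (6.41 without titled saline array 1 and 4.73 without array 2), Ppp1r17 at 5.56, Car8 at 4.30 (5.02 and 3.58 likewise), Chd7 at 4.21 (from 1.62 to 4.21 over its 30 rows), Fat2 at 4.05 and Cbln1 at 3.96 on the higher side, and Gda at -5.30, Ptk2b at -4.88, Camkv at -4.26, Pde1a at -4.15, Kcnv1 at -3.98, Ctxn1 at -3.91 and Dbpht2 at -3.79 on the lower side. Of the 20 genes with the largest differences, 2 (Gda and Tbr1) lay below the 95th percentile of the olfactory receptor rows on both arrays of the lower group and 6 on 1 of them (Arhgef33, Dbpht2, Ddn, Gabra6, Kcnv1 and Ppp1r17), so that the sizes of these differences are not resolved; that level was chosen after the data were seen.

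Xist, the transcript of the inactive X chromosome, lay between 2.66 and 2.92 on the 4 arrays, near the medians of the olfactory receptor rows. The Y-linked genes Eif2s3y, Uty and Kdm5d had means of 7.52, 7.15 and 6.32 on the arrays titled saline and 8.30, 7.91 and 6.82 on those titled ketamine. The methods give male mice and the labels female. Eif2s3y, Uty and Kdm5d read at least 6.23 on each array, against olfactory receptor 95th percentiles of at most 4.56. With the low Xist, these values argue against the label of female on all 4 arrays.

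Of all 35556 rows, 1449 had exactly equal values on the 2 arrays titled saline and 161 on the 2 titled ketamine. Titled saline array 1 read 6.73 for Gabra6 and array 2 read 3.28.

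One hypothesis on the counts of Table 2, written and tested only after these values had been seen, is that they come from the arrays numbered 2 against the arrays numbered 1. Of its 16 counts by direction, 9 lay within 1.5 times those of that split over rows with 1 gene symbol, against 6 for the same split turned round and 5 at most for the other splits; over rows with any gene symbol it was 12, and over all rows 0. In that split the ratios were 1.88 for Gabra5, 1.90 for Slc5a7, 1.57 for Slc18a3 and 0.611 for Aass, and in the third split turned round 2.03, 2.08, 1.61 and 0.895, while by title Slc5a7 had 0.853 and Aass 1.70. Of the 3 splits it alone therefore had both Slc5a7 and Aass, genes of the choline symporter and saccharopine terms of Table 3, past 1.3-fold. This was also read only after the values had been seen. In the split of arrays numbered 2 against 1, limma passed 0 rows, with 35 at an unadjusted p under 0.05. As the split was picked by its nearness to the paper and 7 of the 16 counts lie further off, the hypothesis stays open.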
